A study of Homo sapiens with 6 samples. Its data were reported in "GRHL3/GET1 and Trithorax Group Members Collaborate to Activate the Epidermal Progenitor Differentiation Program" (2012).

How the data were processed

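Primary human epidermal keratinocytes were reverse transfected with GRHL3 siRNA or a scrambled control (Neg siRNA), switched to 1.8 mM calcium 24 hours later and collected after a further 48 hours, as the labels state. The paper's methods give a shorter interval before the switch and describe duplicates, whereas the labels give 3 biological replicates per group, which were used here. Total RNA was hybridized to Affymetrix whole-transcript human gene arrays, 1 array per sample. The authors deposited PLIER intensity values on a linear scale, which the submitters' processing notes attribute to Affymetrix Expression Console 1.1.1 and PLIER 2.0. The normalization between arrays and the background setting are not given in the sources used here. PLIER can return values near 0, and 134 to 198 probe sets lay below 1 on each array.

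The deposited table held 33297 probe sets. The platform annotation named 1 gene for 19460, several for 1754 and none for 12083, and symbols were updated to current ones through the gene tables provided. The 21214 named probe sets were tested. A gene was represented by the probe set with the highest mean log2 value among those naming it alone, which gave 18417 genes. Genes of the SPRR2, LCE and keratin families are close copies of each other, so their probe sets can share signal and their values are uncertain. Members of the lists below whose probe sets name several genes or none were not analysed here, among them TP63, HRNR, KRT6A, KRT17 and OCLN. No coordinates are given, because the sources used here name no genome build for the table.

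Values were transformed as log2(intensity + 16). Fold changes are on this scale, which understates the change of dim genes. GRHL3 siRNA was compared with Neg siRNA using limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with no covariate and no filter on dim probe sets. Tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over the named probe sets, with a threshold of 0.05. Levels in the text are mean ± SD of linear intensity, and SE is the standard error of the log2 fold change. The methods of the paper name Cyber-T, a test with a regularized variance. It was run as an alternative with a prior weight of 10, a setting the paper does not state.

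The replicate numbers come from the labels, which do not say that a number marks a shared day or culture. Whether they pair the samples was checked from the data. The deviations of same-numbered arrays from their group means correlated over probe sets with r = 0.53, 0.47 and 0.32 for numbers 1, 2 and 3, so the numbers were taken to pair the arrays. Differently numbered arrays correlated negatively wherever 1 of them was replicate 1 (-0.37 to -0.53). Between numbers 2 and 3, however, r was 0.28 and 0.33, so these are hardly told apart and the pairing rests mostly on replicate 1. The fit with replicate number as a block is therefore given beside a result where it changed the call or moved a count by more than 1.5 times. For most counts adjusted over a list alone it is given in the section on processing.

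Lists of genes were fixed before the data were examined: cornified envelope, suprabasal keratins and desmosomal cadherins, barrier lipid enzymes, tight junction, epidermal proteases and inhibitors, basal layer and hemidesmosome, cell cycle, immediate early genes, epidermal transcription factors, Trithorax complexes, Polycomb proteins with the lysine 27 demethylase, inflammatory and antimicrobial genes, interferon response, S100 genes, planar polarity with migration and wound closure, mesenchymal genes, ribosomal and housekeeping genes, markers of fibroblasts, melanocytes, immune and endothelial cells, and Merkel cells with sweat gland, and the 8 targets the study followed by ChIP. Of those targets, 7 are also on another list. Each list was tested with camera at a preset correlation between genes of 0.01, adjusted over the 22 lists. Camera with an estimated correlation and fry were alternatives. A call lost with an estimated correlation does not by itself show correlated genes, as the cornified envelope list shows below. Of the 12 lists that camera called, only the ChIP targets kept the call with an estimated correlation. They lost it with the block as well (adjusted p = 0.261), and all but TGM1 were picked partly for being lower in these samples. The number of members past the threshold is given over all probe sets and adjusted over the list alone.

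Genes named in the text were chosen by a rule fixed at the same time. They are GRHL3, GRHL1 and GRHL2, the 12 largest decreases and up to 8 largest increases among the called genes whose values do not overlap between groups (only 3 increases passed), the 8 ChIP targets, and for each list up to 4 called members with the smallest p, or 2 where none was called. Other genes are said to have been chosen after their values were seen. GRHL3 was also tested with an exact permutation test of its 6 values.

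The fits were tested on simulated data, in which 200 of 21214 probe sets were changed. With independent noise and a log2 change of 0.5, 1, 1.5 and 2, limma recovered 30%, 70%, 92% and 96% of them with 13 false calls, and Cyber-T 44%, 96%, 98% and 100% with 147. With a shared effect per replicate number, limma recovered 32%, 64%, 92% and 96% with 0 false calls, and limma with the block 56%, 82%, 96% and 100% with 8. Alternatives covered the offset, quantile normalization, median centring, dim probe sets, rows without a gene name, variance moderation, array weights, Cyber-T, the threshold of the study, the replicate block, and leaving out each array. Fits without the replicate 1 arrays, with array weights fitted gene by gene, with an amino acid stress score or a cell cycle score as a covariate, with either score and an estimated correlation or fry, and with the block together with an estimated correlation were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.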

Results

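To ask which genes depend on GRHL3, a Grainyhead transcription factor of the epidermis, during terminal differentiation of keratinocytes, primary human epidermal keratinocytes (NHEK) were transfected with an siRNA against GRHL3 or with a scrambled control (Neg siRNA). After 24 hours the cells were switched to 1.8 mM calcium, which induces differentiation in culture, and were collected 48 hours later. RNA was profiled on 6 arrays, 3 per group, labelled as biological replicates 1 to 3 of each siRNA. The labels do not say whether the replicates came from separate cultures or donors, so the p-values measure only the spread between these samples. Median probe set intensity lay between 181 and 193 on the 6 arrays, and the number of arrays limits the precision of each value.

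GRHL3 mRNA fell in the cells treated with GRHL3 siRNA, from an intensity of 3098 ± 280 in Neg siRNA to 864 ± 194 (SD, n = 3 per group; probe set 7898916). The log2 fold change was -1.84 (SE 0.16, adjusted p = 0.0116), a 3.58-fold reduction. By replicate number, GRHL3 siRNA cells kept 37.5%, 21.6% and 25.8% of the level in Neg siRNA cells. GRHL1, another Grainyhead factor, was at 2465 ± 526 in Neg siRNA and 953 ± 458 in GRHL3 siRNA, a log2 fold change of -1.48 (SE 0.41, adjusted p = 0.197). With replicate number as a block in the fit, GRHL1 passed the test (SE 0.21, adjusted p = 0.0370). GRHL2 was at 1364 ± 69.7 and 1070 ± 8.22 (log2 fold change -0.34, SE 0.080, adjusted p = 0.171). All 3 GRHL3 values in GRHL3 siRNA lay below the 3 in Neg siRNA, for which the two-sided exact permutation p was 0.1, the smallest that 3 against 3 samples allow. The adjusted p for GRHL3 rose to 0.114 without Neg siRNA replicate 3, 0.0868 without GRHL3 siRNA replicate 3, 0.0731 without GRHL3 siRNA replicate 2 and 0.0667 without Neg siRNA replicate 2.

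**Figure D1:**
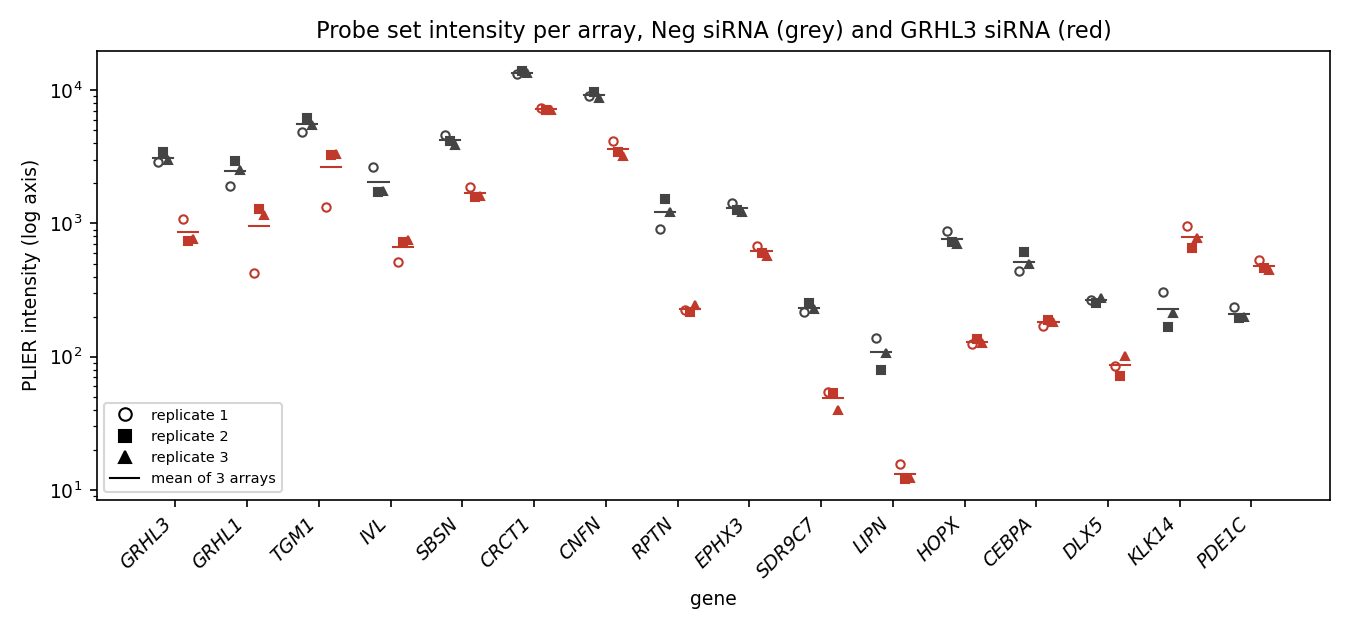
PLIER intensity (log axis) of 16 genes on each array, with Neg siRNA in grey, GRHL3 siRNA in red, marker shapes for replicate numbers and lines for the mean of 3 arrays. GRHL3 falls from a mean of 3098 to 864 and KLK14 rises from 229 to 797, while TGM1 is lowest in GRHL3 siRNA replicate 1.

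The largest decreases upon GRHL3 depletion were in BPIFC, a lipid-binding protein of the BPI fold family (log2 fold change -2.45, SE 0.27, adjusted p = 0.0239), and in HOPX, a homeodomain protein of the upper epidermis (-2.43, SE 0.11, adjusted p = 0.00240). HOPX intensity fell from 771 ± 99.7 to 129 ± 6.18 (n = 3 per group). RPTN, encoding the envelope precursor repetin, fell 4.93-fold, the claudin CLDN17 fell 4.57-fold and the epidermal lipase LIPN fell 4.16-fold. S100A12 (3.97-fold), the short-chain dehydrogenase SDR9C7 (3.83-fold), the phosphodiesterase family gene GDPD3 (3.82-fold), the aldehyde dehydrogenase ALDH3B2 (3.57-fold), GRAMD1C (3.47-fold) and ADAP2 (3.33-fold) also fell. Only 3 probe sets passed the test in the other direction. KLK14, a kallikrein protease of the stratum corneum, rose from 229 ± 71.4 to 797 ± 147 (log2 fold change 1.75, SE 0.23, adjusted p = 0.0443). PDE1C, a phosphodiesterase of cyclic nucleotides, rose 2.19-fold (adjusted p = 0.0165) and the mitochondrial phosphatase PTPMT1 rose 1.94-fold (adjusted p = 0.0405).

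In all, 58 of 21214 named probe sets were lower and 3 higher in GRHL3 siRNA at an adjusted p under 0.05, and they stand for 56 and 3 genes. The median decrease was 2.27-fold (range 1.58 to 5.45). With replicate number as a block, 367 probe sets were lower and 156 higher, and these include all 61 of the calls made without it. The share of lower calls was then 70.2%. Every one of the 61 kept its direction with any array left out, but the number past the threshold depended on which arrays were used. It was 1 lower without Neg siRNA replicate 3, 5 without GRHL3 siRNA replicate 2, 6 without GRHL3 siRNA replicate 3 and 11 without Neg siRNA replicate 2, with 0 higher in each of these 4 fits, and 115 in all without GRHL3 siRNA replicate 1, of which 14 were higher. Without Neg siRNA replicate 1, 77 were lower and 63 higher. Of 23 called genes given by the naming rule besides GRHL3, 22 lost the call without Neg siRNA replicate 3, 20 without GRHL3 siRNA replicate 2, 18 without GRHL3 siRNA replicate 3, 16 without Neg siRNA replicate 2 and 1 without GRHL3 siRNA replicate 1. HOPX kept it in all 6 fits (adjusted p up to 0.0381). DLX3, which the rule did not give, is not in these counts.

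The cornified envelope is the cross-linked protein shell of the dead outer cells. Of 52 measured members of its list, 46 had a log2 fold change below 0 and 4 fell, namely RPTN, the cornifelin gene CNFN (9152 ± 470 to 3600 ± 476, log2 fold change -1.35, SE 0.11), suprabasin SBSN (4234 ± 381 to 1692 ± 157, -1.32, SE 0.11) and CRCT1 (13561 ± 328 to 7198 ± 162, -0.91, SE 0.076), each with an adjusted p of 0.0110. Adjusted over the list alone, 28 were lower and 0 higher, and with replicate number as a block 20 were lower over all probe sets. The median log2 fold change was -0.56, with -0.60, -0.60 and -0.54 for replicates 1, 2 and 3. Camera placed the list below the other genes (adjusted p = 6.66e-17), but not with an estimated correlation (adjusted p = 0.199, estimate 0.19). With the block the estimate was 0.0084, below the preset 0.01, and the list was still not called (adjusted p = 0.228). The lost call therefore cannot be put down to correlation between genes alone. Further members, chosen after their values were seen, did not pass over all probe sets without the block but did with it: the protease CASP14 (log2 fold change -2.27, block adjusted p = 0.0120), SPRR3 (-2.13, 0.00577), filaggrin FLG (-1.66, 0.0333) and the late envelope genes LCE2A, LCE2B, LCE2C and LCE2D (-1.17 to -1.53). All of these except FLG are among the 28 lower adjusted over the list alone. LORICRIN, at 499 ± 62.2 and 454 ± 18.4, did not differ by more than the spread (log2 fold change -0.13, SE 0.11, adjusted p = 0.525).

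Among 22 suprabasal keratins and desmosomal cadherins, the late keratin KRT78 fell from 532 ± 81.8 to 204 ± 5.12 (log2 fold change -1.31, SE 0.12, adjusted p = 0.0125). The list had 1 lower and 0 higher members, 2 and 0 adjusted over the list alone, and 4 and 0 with replicate number as a block. Its median was -0.19, below other genes in camera (adjusted p = 0.000533; adjusted p = 0.323 with an estimated correlation), with -0.37, -0.091 and -0.11 for replicates 1, 2 and 3, and without Neg siRNA replicate 1 the camera adjusted p was 0.0502. KRT10, named after its values were seen, had a log2 fold change of -1.19 (SE 0.32, adjusted p = 0.191, and 0.0104 with the block), while KRT1 was at -0.25 (SE 0.72, adjusted p = 0.856).

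Of 39 measured enzymes of the epidermal lipid barrier, 31 had a log2 fold change below 0 and 8 above, and 3 fell: LIPN (108 ± 29.4 to 13.3 ± 1.99, log2 fold change -2.06, SE 0.17, adjusted p = 0.0110), SDR9C7 (233 ± 18.3 to 49.2 ± 8.15, -1.94, SE 0.12, adjusted p = 0.00491), and the epoxide hydrolase EPHX3 (1305 ± 116 to 617 ± 57.9, -1.06, SE 0.11, adjusted p = 0.0170). Adjusted over the list alone 19 were lower and 0 higher, and with replicate number as a block 13 were lower and 1 higher over all probe sets. That 1 was ALOX15B, an arachidonate lipoxygenase (log2 fold change 1.40, block adjusted p = 0.0212, named after its values were seen). The median log2 fold change was -0.44 (camera adjusted p = 2.30e-12; adjusted p = 0.0755 with an estimated correlation). Medians for replicates 1, 2 and 3 were -0.47, -0.35 and -0.41.

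Several transcription factors of the epidermis fell with GRHL3. HOPX, the distal-less homeobox genes DLX5 (265 ± 11.3 to 86.2 ± 15.2, log2 fold change -1.47, SE 0.12, adjusted p = 0.0110) and DLX3 (-1.44, SE 0.17, adjusted p = 0.0298, named after its values were seen), CEBPA (516 ± 88.0 to 181 ± 10.8, -1.42, SE 0.13, adjusted p = 0.0126) and the nuclear receptor RORA (-0.97, SE 0.11, adjusted p = 0.0272) were the 5 of 38 lower, with 0 higher. Adjusted over the list alone 17 were lower and 2 higher, and with replicate number as a block 14 were lower and 0 higher. The list median was -0.57 (camera adjusted p = 2.30e-12; adjusted p = 0.199 with an estimated correlation), with -0.74, -0.45 and -0.37 for replicates 1, 2 and 3. Of 25 immediate early genes, which respond to growth factors and stress without new protein synthesis, limma called 0, with 10 lower and 0 higher at an unadjusted p under 0.05 and 5 lower by Cyber-T. Adjusted over the list alone 4 were lower, and with the block 8 were lower and 1 higher. Their median was -0.37 (camera adjusted p = 5.40e-05; adjusted p = 0.199 with an estimated correlation), with -0.37, -0.52 and -0.14 by replicate number. EGR3 had the smallest p (log2 fold change -0.79, SE 0.12, adjusted p = 0.0738, and 0.0440 with the block), followed by the phosphatase gene DUSP5 (-0.49, SE 0.11, adjusted p = 0.159).

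**Figure D2:**
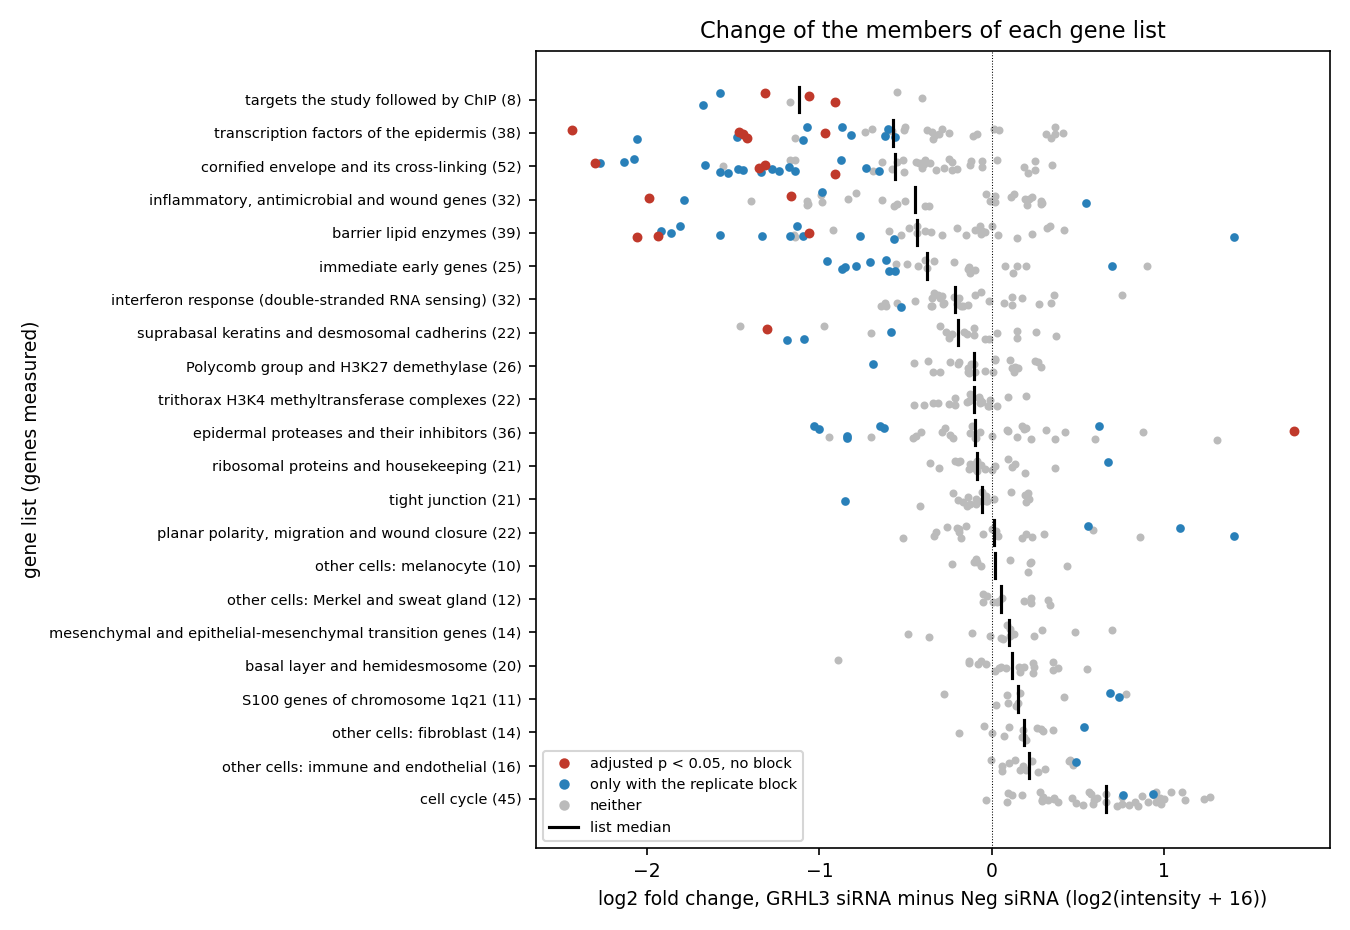
Log2 fold change (GRHL3 siRNA minus Neg siRNA, x axis) of every measured member of the 22 gene lists, with the number measured in brackets, sorted by list median (black line). Red points pass an adjusted p of 0.05 without the block, blue points pass only with it, and the cornified envelope list holds 4 red points and a median of -0.56.

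The study followed 8 genes by ChIP of their promoters. TGM1 was already known as a GRHL3 target, and the other 7 were picked partly for being lower in these samples, so the direction of those 7 is not independent evidence. EPHX3, CRCT1 and SBSN fell, and 0 rose, while 8 of 8 were lower adjusted over the list alone. TGM1, which encodes the transglutaminase that cross-links envelope proteins, was at 5537 ± 681 in Neg siRNA and 2642 ± 1140 in GRHL3 siRNA (log2 fold change -1.17, SE 0.35, adjusted p = 0.208), so that the difference did not pass the test. Involucrin IVL was at -1.58 (SE 0.21, adjusted p = 0.0504, and 0.0412 with replicate number as a block) and the B cell adaptor BLNK at -1.68 (SE 0.36, adjusted p = 0.159, and 0.0144 with the block). Sciellin SCEL (-0.55, SE 0.12, adjusted p = 0.162) and SPRR2B (-0.41, SE 0.12, adjusted p = 0.206) had smaller differences. The median of the 8 was -1.12, with -1.18, -1.01 and -0.996 by replicate number (camera adjusted p = 7.20e-12, and adjusted p = 0.0414 with an estimated correlation), but with both the block and an estimated correlation the adjusted p was 0.261. With the block, 5 of the 8 were lower over all probe sets.

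Genes for the Trithorax complexes that methylate histone H3 at lysine 4 showed small differences. The methyltransferase KMT2D had intensities of 845 ± 103 and 661 ± 14.7 (log2 fold change -0.34, SE 0.11, adjusted p = 0.212), and KMT2C of 2019 ± 160 and 1622 ± 75.6 (-0.31, SE 0.093, adjusted p = 0.210). Limma called 0 of 22, also adjusted over the list alone or with the block, but 2 lower with both. Cyber-T called 0, and 7 were lower and 0 higher at an unadjusted p under 0.05. The median was -0.10 (camera adjusted p = 0.000621; adjusted p = 0.199 with an estimated correlation), with -0.052, -0.19 and -0.16 by replicate number. Among 10000 random lists of matched level, 11.8% had a lower median, so the Trithorax median was not unusual for genes of this level. Of 26 genes for Polycomb proteins and the lysine 27 demethylase, limma also called 0 (2 lower and 2 higher at an unadjusted p under 0.05, Cyber-T 1 lower, and 0 adjusted over the list alone). SCML1 had a log2 fold change of -0.69 (SE 0.21, adjusted p = 0.210, and 0.0267 with the block) and the demethylase KDM6B of -0.45 (SE 0.14, adjusted p = 0.211). Camera did not call the Polycomb list (median -0.10, adjusted p = 0.113), but did with the block (0.0481), without Neg siRNA replicate 1 (0.0490) and without both replicate 1 arrays (0.0405). It was not called with an estimated correlation, either without the block (adjusted p = 0.423 with an estimated correlation) or with it (adjusted p = 0.406).

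Inflammatory and antimicrobial genes included 2 that fell out of 32, the calgranulin S100A12 (658 ± 135 to 156 ± 45.7, log2 fold change -1.99, SE 0.24, adjusted p = 0.0310) and the interleukin 36 receptor antagonist IL36RN (982 ± 149 to 425 ± 21, -1.17, SE 0.12, adjusted p = 0.0191). Adjusted over the list alone 8 were lower and 0 higher, and with replicate number as a block 4 were lower and 1 higher. Their median was -0.45 (camera adjusted p = 0.000211; adjusted p = 0.211 with an estimated correlation), with -0.59, -0.28 and -0.19 for replicates 1, 2 and 3. In the list of 36 epidermal proteases and inhibitors, KLK14 rose and 0 fell, with 7 lower and 2 higher adjusted over the list alone and 6 lower and 2 higher with the block. The camera test did not call it (median -0.095, adjusted p = 0.0808), though it did without Neg siRNA replicate 3 (0.0254), GRHL3 siRNA replicate 1 (0.0306) or dim members (0.0295), and with an amino acid stress score as a covariate (0.0191). The list was not called with an estimated correlation (adjusted p = 0.428 with an estimated correlation, and 0.593 with the block as well). Of 22 genes of planar polarity, migration and wound closure, limma called 0 (2 lower and 4 higher at an unadjusted p under 0.05), while Cyber-T called 4 higher and limma with the block 3 higher. The metalloproteinases MMP9 (log2 fold change 1.40, SE 0.23, adjusted p = 0.0857, and 0.0456 with the block) and MMP10 (1.09, SE 0.17, adjusted p = 0.0815, and 0.0432 with the block) had the smallest p. The list median was 0.013 (camera adjusted p = 0.957), and 4 were higher and 0 lower adjusted over the list alone.

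Cell cycle genes were at a higher level in GRHL3 siRNA in 2 of the 3 replicate numbers. The median log2 fold change over 45 genes was 0.67 (camera adjusted p = 0.000159; adjusted p = 0.588 with an estimated correlation), made up of -0.013, 1.28 and 0.73 for replicates 1, 2 and 3 (0.050 for replicate 1 after quantile normalization). Limma called 0 of them, Cyber-T 0, and 0 passed at an unadjusted p under 0.05, as they did adjusted over the list alone without a block. With replicate number as a block 9 were higher adjusted over the list alone and 2 over all probe sets. Among these 2 was CCNE2 (log2 fold change 0.94, SE 0.46, adjusted p = 0.322, and 0.0126 with the block), while the replication factor MCM6 was at 0.91 (SE 0.42, adjusted p = 0.303). Mean log2 level of the list was 9.14, 7.37 and 8.01 in Neg siRNA replicates 1, 2 and 3 and 9.18, 8.57 and 8.74 in GRHL3 siRNA, so the replicate 1 arrays stood apart in both groups. Without Neg siRNA replicate 2 the median was 0.23 (camera adjusted p = 0.0899). Of 20 genes of the basal layer and hemidesmosome limma and Cyber-T called 0, with 1 lower and 1 higher at an unadjusted p under 0.05 and 0 adjusted over the list alone. The laminin chain LAMB3 was at 0.35 (SE 0.13, adjusted p = 0.243) and BCAM at -0.89 (SE 0.35, adjusted p = 0.264), and the list median was 0.12 (camera adjusted p = 0.429).

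**Figure D3:**
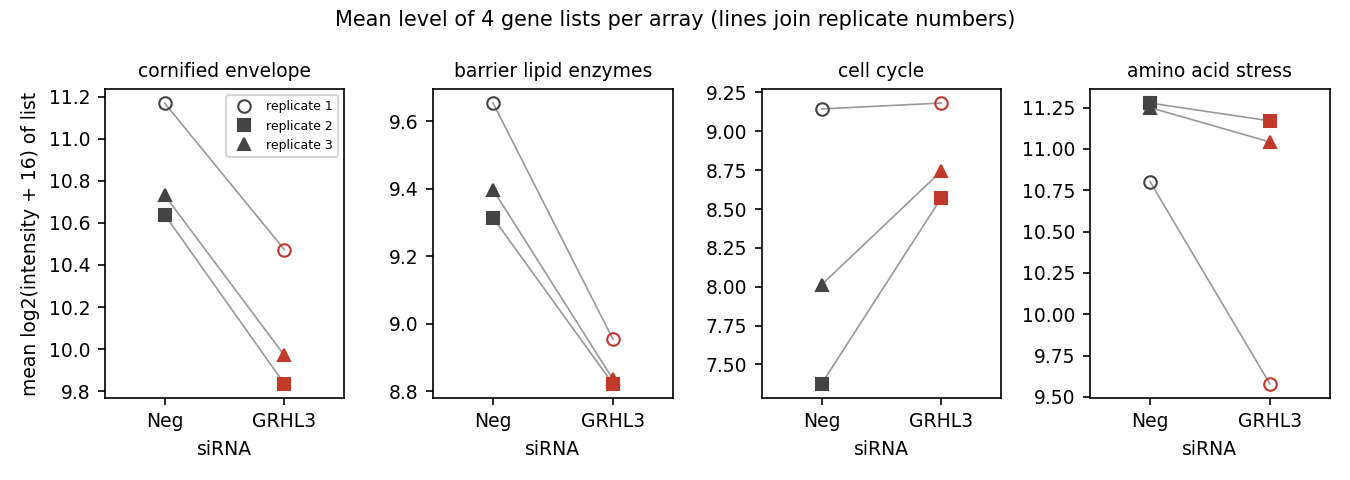
Mean log2(intensity + 16) of 4 gene lists on each array, with lines joining arrays of the same replicate number. The cornified envelope and barrier lipid lists are lower in GRHL3 siRNA for each number, whereas the cell cycle list differs little for replicate 1 (9.14 and 9.18) and the amino acid stress genes are lowest in GRHL3 siRNA replicate 1 (9.58).

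Interferon response genes, which respond to double-stranded RNA, had a median of -0.21 over 32 genes (camera adjusted p = 0.00434; adjusted p = 0.544 with an estimated correlation). The medians for replicates 1, 2 and 3 were -0.69, 0.26 and -0.11, and without Neg siRNA replicate 1 the median was 0.058 (camera adjusted p = 0.866). The call was also lost with dim probe sets left out (adjusted p = 0.406), without dim members (0.0625) and with array weights (0.0577). Limma called 0 (5 lower and 1 higher at an unadjusted p under 0.05, Cyber-T 2 lower, and 0 adjusted over the list alone). OASL was at -0.53 (SE 0.11, adjusted p = 0.149, and 0.0471 with replicate number as a block) and IFIT2 at -0.62 (SE 0.17, adjusted p = 0.199). For the tight junction list of 21, limma called 0 (2 lower at an unadjusted p under 0.05, Cyber-T 1 lower, and 0 adjusted over the list alone). The claudin CLDN17, which fell 4.57-fold and was called, is not on this list. CLDN4 was at -0.85 (SE 0.20, adjusted p = 0.171, and 0.0175 with the block) and TJP1 at -0.41 (SE 0.17, adjusted p = 0.274). The list median was -0.059 (camera adjusted p = 0.129, but 0.0236 without Neg siRNA replicate 1, 0.0233 without both replicate 1 arrays and 0.0437 without dim members). That median moved to -0.20 without Neg siRNA replicate 1 and to -0.11 without both replicate 1 arrays. The tight junction list was not called with an estimated correlation (adjusted p = 0.544 with an estimated correlation, and 0.593 with the block as well).

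S100 genes were divided between lists, with S100A12, which fell, and S100A7, S100A7A, S100A8 and S100A9 among the inflammatory genes. The last 4, named after their values were seen, had log2 fold changes of -1.07, -0.99, -0.79 and -1.07 (adjusted p from 0.202 to 0.341). Of the 11 S100 genes on a list of their own, and of the mesenchymal and housekeeping genes, limma without the block, Cyber-T and the adjustment over each list alone called 0. These 11 had a median of 0.15 (camera adjusted p = 0.241, 0.0368 with replicate number as a block and 0.0233 without both replicate 1 arrays). With an estimated correlation the list was not called (adjusted p = 0.640 with an estimated correlation, and 0.474 with the block as well). S100A14 was at -0.28 (SE 0.12) and S100A13 at 0.15 (SE 0.073), with 0 members at an unadjusted p under 0.05. With the block 2 of the 11, named after their values were seen, were higher, S100A3 (log2 fold change 0.68, SE 0.38, adjusted p = 0.363, and 0.0396 with the block) and S100A6 (0.74, SE 0.48, adjusted p = 0.418, and 0.0214 with the block). The 14 mesenchymal genes had a median of 0.10 (camera adjusted p = 0.432), with TGFB2 at -0.49 (SE 0.14) and ZEB1 at 0.25 (SE 0.10), and 1 lower and 1 higher at an unadjusted p under 0.05. For 21 ribosomal and housekeeping genes the median was -0.084 (camera adjusted p = 0.160), with POLR2A at -0.36 (SE 0.10) and TUBA1B at 0.67 (SE 0.32, adjusted p = 0.309, and 0.0494 with the block), and 1 lower at an unadjusted p under 0.05.

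Most markers of other skin cells were dimmer than the median gene, the exceptions being 1 fibroblast, 2 melanocyte, 2 immune and endothelial and 4 Merkel and sweat gland genes. The brightest, picked by level, were KRT8 of the Merkel and sweat gland list (6766 in Neg siRNA and 6738 in GRHL3 siRNA) and CD68 of the immune list (1407 and 1508). Limma without the block called 0 on these 4 lists. The 14 fibroblast genes had a median intensity of 85.3 in Neg siRNA and a median log2 fold change of 0.18, with 0.12, 0.24 and 0.22 by replicate number (camera adjusted p = 0.0417; adjusted p = 0.428 with an estimated correlation), with FBN1 at 0.54 (SE 0.14, adjusted p = 0.187, and 0.0485 with replicate number as a block) and COL3A1 at 0.29 (SE 0.089), and 2 higher at an unadjusted p under 0.05. After quantile normalization the fibroblast list was not called (adjusted p = 0.181), nor was it without Neg siRNA replicate 2 (0.191), GRHL3 siRNA replicate 2 (0.0555) or GRHL3 siRNA replicate 3 (0.121), or with a cell cycle score as a covariate (0.247). The 16 immune and endothelial genes, at a median intensity of 77.4, had a median of 0.21, with 0.35, 0.11 and 0.27 by replicate number (camera adjusted p = 0.000151; adjusted p = 0.240 with an estimated correlation), with 8 members higher at an unadjusted p under 0.05 and 5 adjusted over the list alone, such as CD1A (35 to 53, log2 fold change 0.45, SE 0.088) and CD14 (146 to 207, 0.46, SE 0.093). With the block 1 was higher, the T cell gene CD3E (0.49, SE 0.12, adjusted p = 0.185, and 0.0487 with the block, named after its values were seen). The 10 melanocyte genes had a median of 0.021 (camera adjusted p = 0.674, and a median of -0.0097 after quantile normalization), with OCA2 at 0.44 (SE 0.14), TYR at 0.23 (SE 0.091) and 2 higher at an unadjusted p under 0.05, and the 12 Merkel and sweat gland genes, at a median intensity of 148, 0.051 (camera adjusted p = 0.139), with CHGA at 0.34 (SE 0.11), AQP5 at 0.23 (SE 0.079) and 5 members higher at an unadjusted p under 0.05. By Cyber-T the only call in these 4 lists was 1 fibroblast gene, higher. Adjusted over each list alone without the block, 0 passed outside the immune and endothelial list. With the block, 4 fibroblast genes were higher adjusted over the list alone. Dim probe sets as a class lay slightly higher in GRHL3 siRNA, with a lower quartile of intensity of 61.6 to 63.2 against 57.5 to 60.7 in Neg siRNA.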

Values the study reported

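The study reported 323 genes with changed expression (p<0.001) after depletion of GRHL3 in differentiated keratinocytes, and 4,281 after depletion of MLL2. It counted 109 genes as regulated by both factors. By quantitative PCR, it described a more than 2-fold lower level of TGM1 mRNA when GRHL3 was depleted.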

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

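Of 12083 probe sets without a gene name, outside the comparisons above, 3 passed the threshold when all probe sets of the table were tested together. Probe set 7895293 was higher in GRHL3 siRNA (81.4 ± 6.30 to 174 ± 6.60, log2 fold change 0.97, SE 0.089, adjusted p = 0.0201). Probe sets 7895677 (1321 ± 47.1 to 791 ± 23.6, -0.73, SE 0.082, adjusted p = 0.0398) and 8101322 (102 ± 7.64 to 38.6 ± 3.57, -1.11, SE 0.096, adjusted p = 0.0190) were lower. With the replicate block 8 were lower and 1 higher. What they measure is not analysed here.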

How the results depend on the processing

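Fits without both replicate 1 arrays, with array weights gene by gene, with a stress or cell cycle score as a covariate, with either covariate and an estimated correlation or fry, and with block and estimated correlation together were chosen after seeing the data. GRHL3 stayed lower in each fit (-1.74 to -2.01 with an array left out). With the replicate block 367 probe sets were lower and 156 higher. Counts lower and higher were 51 and 1 with an offset of 1, 63 and 5 after quantile normalization, 73 and 5 after median centring, 54 and 5 without dim probe sets, and 61 and 5 with trend and robust moderation. They were 366 and 185 by Cyber-T, 146 and 42 at an unadjusted p under 0.001 (340 and 156 by Cyber-T), 1033 and 1083 without both replicate 1 arrays, 212 and 45 with the stress covariate, and 89 and 5 with the cell cycle covariate. Array weights gave 3383 and 5179, though they did not converge, and 1633 and 2281 gene by gene. The share of calls that were lower was then 39.5% and 41.7%, against 66.4% by Cyber-T and 48.8% without both replicate 1 arrays. Leaving out an array gave 1 to about 1.0e+02 lower (without GRHL3 siRNA replicate 1, 115 in all less 14 higher) and 0 to 63 higher. All 61 calls kept their direction in each fit that tested them. With 1 array left out the adjusted p for GRHL3 ran from 0.00526 to 0.114. The cornified envelope list kept its median of -0.56 but lost its call with an estimated correlation, without and with the block (-0.46 to -0.81 with an array left out, called each time), and was not called with an estimated correlation and the stress or cell cycle covariate (-0.84 and -0.88). Fry, which asks whether a list's genes move on balance one way, did not call 5 of the 12 lists that camera called. These were the suprabasal (adjusted p = 0.163), cell cycle (0.368), inflammatory (0.0901), interferon (0.421) and fibroblast (0.163) lists. It called the other 7, with 0.0282 for the cornified envelope. Of these 7, the immediate early (adjusted p = 0.0622) and Trithorax (0.134) lists lost the fry call with the replicate block, and the others kept it. With the stress or the cell cycle covariate the ChIP targets were not called at an estimated correlation (adjusted p = 0.171 and 0.0680). With each covariate fry did not call 6 of the lists that camera called without it. The immediate early, inflammatory and fibroblast lists were not called with either covariate. Of these, only the immediate early list had a fry call without a covariate. The suprabasal, cell cycle and interferon lists were not called with the stress covariate, and fry had not called them without a covariate either. The transcription factor, Trithorax and immune lists were lost with the cell cycle covariate only. Fry called the planar polarity list with the stress covariate (adjusted p = 0.0361). With the stress and cell cycle covariates the transcription factor median was -0.31 and -0.32, and the immediate early median -0.21 and -0.21. The interferon list turned to 0.031 without both replicate 1 arrays (adjusted p = 0.919). The cause of these differences was not tested, except that fewer arrays or degrees of freedom enter some fits. Among the named genes and the list tests, the block changed no call other than those given beside the results and the fry calls given above. Counts adjusted over a list alone are without the block unless stated. With it, lower and higher were 23 and 4 for barrier lipid, 6 and 0 for suprabasal and 12 and 2 for immediate early genes. They were 26 and 4 for transcription factors, 13 and 3 for inflammatory genes and 10 and 7 for proteases. Interferon genes gave 2 and 1, tight junction 2 and 0, S100 genes 0 and 2 and planar polarity 1 and 4. Basal and mesenchymal genes gave 1 and 1 each, Polycomb 1 and 0 and housekeeping 0 and 1. Probe sets dimmer than the offset of 16, between 2149 and 2317 per array, carry little information on fold change.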

Other observations

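Tests of the array scaling and of cell state on the replicate 1 arrays, of the stress and cycling covariates, and of cell cycle genes in each pair were chosen after the result was seen, as was the list of 43 amino acid stress genes. The tests on the replicate 1 arrays first used that stress list and were moved to the cell cycle list because the stress list was picked from these data. The genes of the amino acid stress response, which are induced by ATF4 when amino acids run short, differed between replicate numbers. Asparagine synthetase ASNS was at 1303, 1868 and 1889 in Neg siRNA replicates 1, 2 and 3 and at 189, 1964 and 1840 in GRHL3 siRNA. The serine synthesis gene PHGDH was at 466 in GRHL3 siRNA replicate 1 against 2142 to 2653 on the other 5 arrays, and DDIT3 at 324 and 716 on the replicate 1 arrays against 1435 to 1985. Mean log2 level of the list was 10.80, 11.28 and 11.25 in Neg siRNA and 9.58, 11.17 and 11.04 in GRHL3 siRNA.

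Both replicate 1 arrays stood apart from replicates 2 and 3 of their group, with more cell cycle RNA and less stress response RNA. On the first principal component (61.8% of the variance) they scored -7.90 and -48.7, each the lowest of its group. Scaling is argued against, since after quantile normalization the 45 cell cycle genes were still 0.57 higher on GRHL3 siRNA replicate 1 than on replicates 2 and 3, outside all 10000 random lists of matched level. The list was higher on replicate 1 by 0.55 in GRHL3 siRNA and 1.51 in Neg siRNA, but this is the pattern itself and no separate test of a different state of the replicate 1 cultures. That explanation stays open, and no biological explanation was tested.

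The lower cornified envelope and barrier lipid genes in GRHL3 siRNA were weighed against scaling and against culture state. After quantile normalization the cornified envelope median was -0.51, below all 10000 random lists, which argues against scaling as the cause. With a stress score or a cell cycle score as a covariate it was -0.84 and -0.88, called by camera at the preset correlation and by fry (adjusted p = 0.0149 and 0.0102). The stress score, however, mainly sets GRHL3 siRNA replicate 1 apart (9.58, against 10.80 to 11.28 on the other arrays). Leaving that array out gave -0.81, close to the stress fit. The stress fit thus shows that the lower median did not rest on that array, but it cannot decide on the stress state. The cell cycle covariate argues against the cycling state as the whole cause for the cornified envelope list. With the stress and cell cycle covariates the list was not called with an estimated correlation (adjusted p = 0.171 and 0.0788, and 0.199 without a covariate). The barrier lipid median instead shrank with these covariates, from -0.44 to -0.34 and -0.38. That list kept its call by camera at the preset correlation and by fry with each covariate. It was not called with an estimated correlation (adjusted p = 0.171 and 0.0617, and 0.0755 without a covariate). A part played by the stress or cycling state stays open for the barrier lipid list. A comparison planned to match stress set GRHL3 siRNA replicates 2 and 3 against Neg siRNA replicate 1. It gave -1.07 for the cornified envelope list, below all 10000 random lists. It decides nothing, because the stress genes still differed by 0.27 in it and it rests on 1 control array. Loss of GRHL3 stays open as a hypothesis, with an off-target effect of the siRNA untested.

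The higher cell cycle genes in GRHL3 siRNA are less clear. The median for replicate 1 was -0.013, inside the range of random lists, but it compares 1 array per group, so a rise in every pair stays open. Whether culture state accounts for part of the shift stays open. With the stress covariate the median was 0.34 and no longer called (adjusted p = 0.0782), but that score mainly sets GRHL3 siRNA replicate 1 apart. The comparison planned to match stress gave -0.44, in the opposite direction, and decides nothing for the reason given above. A rise in every pair, a rise that depends on the state of the culture and culture differences alone cannot be told apart with 3 pairs.

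Among the 10 splits of the 6 arrays into groups of 3, the real one gave 61 probe sets past the threshold and the highest other 0. With the replicate block, the real split gave 523 and the highest of the other 3 that part each pair gave 0, so that 1 of 10 and 1 of 4 splits reached the real count. These splits are too few for a share under 0.05.

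Many genes of the cornified envelope lie side by side in the epidermal differentiation complex, and neighbouring genes may fall together whatever their function. Of 60 complex genes measured, by their order in the RefSeq table, 24 are not on the cornified envelope list, and 2 of these (S100A12 and LINC00302) were lower and 2 others higher with the replicate block, against 330 of 18357 genes lower elsewhere. The odds ratio was 4.97 (95% interval 0.564 to 20.3, Fisher's exact test, two-sided, p = 0.0692). The p misses 0.05, but the interval is too wide to tell.

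At the p threshold the study stated, Cyber-T with the settings used here called 453 genes and limma 174. The Cyber-T count is higher and the limma count lower than the value quoted from the study above, which used Cyber-T with settings it does not state. Counted by probe set, Cyber-T called 496 of the named ones and 696 over all. The paper also describes duplicates, whereas 3 arrays per group were used here, so the counts cannot be compared closely.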
